# The Expression of Chemokines Is Downregulated in a Pre-Clinical Model of TTR V30M Amyloidosis

**DOI:** 10.3389/fimmu.2021.650269

**Published:** 2021-05-19

**Authors:** João Moreira, Susete Costelha, Margarida Saraiva, Maria João Saraiva

**Keywords:** transthyretin, chemokines, Schwann cell, immune regulation, familial amyloidotic polyneuropathy

## Abstract

Inflammation is a hallmark of several neurodegenerative disorders including hereditary amyloidogenic transthyretin amyloidosis (ATTRv). ATTRv is an autosomal dominant neurodegenerative disorder with extracellular deposition of mutant transthyretin (TTR) aggregates and fibrils, particularly in nerves and ganglia of the peripheral nervous system. Nerve biopsies from ATTRv patients show increased cytokine production, but interestingly no immune inflammatory cellular infiltrate is observed around TTR aggregates. Here we show that as compared to Wild Type (WT) animals, the expression of several chemokines is highly downregulated in the peripheral nervous system of a mouse model of the disease. Interestingly, we found that stimulation of mouse Schwann cells (SCs) with WT TTR results in the secretion of several chemokines, a process that is mediated by toll-like receptor 4 (TLR4). In contrast, the secretion of all tested chemokines is compromised upon stimulation of SCs with mutant TTR (V30M), suggesting that V30M TTR fails to activate TLR4 signaling. Altogether, our data shed light into a previously unappreciated mechanism linking TTR activation of SCs and possibly underlying the lack of inflammatory response observed in the peripheral nervous system of ATTRv patients.

## Introduction

Amyloid disorders are a heterogeneous group of diseases that can either be focal or systemic. They are due to the extracellular deposition of insoluble misfolded proteins, ultimately disrupting normal tissue function (1). Among them, transthyretin (TTR) amyloidosis is the most common form of hereditary autosomic dominant systemic amyloidosis, in which TTR point mutations result in deposition of amyloidogenic species in different tissues (2). Recently this disease has been designated as ATTRv (3). Over 150 mutations in the primary sequence of TTR have been identified, most of which are associated with peripheral neuropathy as the main clinical manifestation. Often, cardiomyopathy and carpal tunnel syndrome occur as well (4, 5). The most common TTR mutation in ATTRv results from an exchange of a methionine for a valine at position 30 (TTR V30M) (6). The expression of TTR was recently reported in Schwann cells (SCs) of the sciatic nerve (7), but this protein is mainly synthesized in the liver and choroid plexus of the brain being secreted into the blood stream and cerebrospinal fluid, respectively (8, 9).

V30M related ATTRv was originally described as FAP (Familial Amyloidotic Polyneuropathy) by Corino de Andrade in northern Portugal and, despite being rare, the disease is distributed worldwide (10, 11). It is a fatal neurodegenerative disorder, characterized by the extracellular deposition of aggregates and fibrils of mutant forms of TTR, particularly in the nerves and ganglia of the peripheral nervous system (PNS) (2). Pro-inflammatory mechanisms are upregulated in ATTRv, especially in endoneurial axons, with increased expression of TNF-α and IL-1β since earlier stages of disease, increasing with the ongoing neurodegenerative process (12). Therefore, infiltration of inflammatory cells in response to TTR deposition in tissues of ATTRv patients would be expected. Surprisingly, despite local increased cytokine production, such as IL-1β and TNF-α, by axons, as well as local activation of NF-kB, no immune inflammatory cellular infiltrate is observed around TTR aggregates in nerves from V30M patients, which might contribute to disease progression and suggests that mechanisms must operate to prevent or inhibit the correct innate immune response (12, 13). Furthermore, immunochemical studies of patient’s nerves suggest an impairment in the ability to express chemokines and neurotrophic factors important to drive tissue regeneration (12, 14). Additionally, after nerve injury in animal models carrying the V30M mutation (15, 16) a downregulated innate immune response was observed when compared to WT mice. More specifically, a decreased expression of several cytokines and chemokines important for the recruitment of immune cells like macrophages was found (17).

All these observations correlated with the downregulated expression of chemokines, including CCL20 found in previous microarrays (18) in the peripheral nerve of a TTR V30M transgenic mouse model, prompted us to investigate the chemokine response activation in ATTRv pathogenesis.

## Material and Methods

### Animals

All animal experiments were carried out in accordance with National and European Union guidelines for the care and handling of laboratory animals, and were performed in compliance with the institutional guidelines and recommendations of the Federation for Laboratory Animal Science Association (FELASA) and approved by the National Authority for Animal Health (DGAV; Lisbon, Portugal). Transgenic mice for human TTR V30M, in the Sv/129 and endogenous TTR-null background, with heterozygous deletion of the gene encoding transcription factor Hsf-1 (labeled as HSF/V30M) (16) were analyzed at 6 and 20 months of age (n=6 of each age). WT animals heterozygous for Hsf-1 deletion, in the Sv/129 background, were used as controls (n=6 of each age).

Animals were housed in a controlled temperature room, maintained under a 12-h light/dark period, with water and food ad libitum and then sacrificed with a lethal injection of a premixed solution containing ketamine (75 mg/kg) plus medetomidine (1 mg/kg). Plasma and sciatic nerve were collected. They were frozen at −80°C, or fixed in formalin.

### Recombinant Transthyretin

Recombinant WT TTR and TTR variants, namely V30M, I68L, T119M and I84S TTR were produced in a bacterial expression system and purified as previously described (19).

### Recombinant Transthyretin Purification

Prior to use, endotoxins were removed from WT TTR and V30M, I68L, T119M and I84S TTR mutations. Briefly, Detoxi-Gel endotoxin resin (Thermo Scientific, Waltham, MA, catalog#20339) was packed appropriately in a chromatography column and was allowed to settle for 30 minutes. Detoxi-Gel Resin was regenerated by washing with five resin-bed volumes of 1% sodium deoxycholate (Sigma-Aldrich, Germany, catalog#D6750-10G), followed by 3-5 resin-bed volumes of pyrogen-free buffer to equilibrate the resin. Then, the samples were applied to the column and for greater efficiency the samples were incubated with the resin for 1 hour at room temperature. Pyrogen-free buffer was used to collect the flow-through. The protein quantification after elution was assessed by Bradford method (20).

### Dot Blot for Detecting Protein Aggregation

Aliquots corresponding to equal amounts of WT TTR and V30M, I68L, T119M and I84S TTR mutations (500 ng) were blotted onto a 0.2-μm pore cellulose acetate membrane and it was left to dry at room temperature for few hours. TTR was immunodetected using an antibody targeting TTR aggregates produced in our lab, mouse CE11 antibody (1:20) followed by anti-mouse horseradish peroxidase antibody (1:5000) and enhanced chemiluminescence visualization (BioRad). No aggregates were detected in all TTR samples.

### Schwann Cell Primary Culture

Mouse Schwann cell primary cultures were obtained from ScienCell Research Laboratories™ (San Diego, CA, catalog #M1700) and were cultured according to the manufacturer’s instructions. Briefly, cells were cultured in Schwann cell medium, supplemented with 5% fetal bovine serum, 1% Schwann cell growth supplement and 1% penicillin/streptomycin (all from ScienCell Research Laboratories). After monolayer propagation in T-75 flasks at 37°C in a 5% CO2 humidified chamber, 5×10^5^ cells were seeded in 12-well plates and incubated with WT or V30M TTR, both at 5 μM in triplicates. In a different experiment Schwann cells were incubated with Cli-095 (InvivoGen, San Diego, CA, catalog #tlrl-cli95) and sRage which was isolated from bacteria inclusion bodies (21), antagonists for TLR4 and Rage respectively, before a second incubation with WT or V30M TTR. Twenty-four hours after stimulation, supernatants were collected and cell lysates were prepared in trizol (Invitrogen, Waltham, MA, catalog #15596026) and assayed for the expression of proinflammatory cytokines by RT-PCR. Unstimulated cells were also used as controls.

### RNA Extraction, cDNA Conversion, and Real-Time PCR

RNA from sciatic nerves (n=6 per group) was isolated with RNeasy Mini columns, following the manufacturer′s instructions (Qiagen, Hilden, Germany, catalog #74804). RNA from mouse Schwann cells culture were isolated by phenol extraction (Trizol, Invitrogen). First-strand complementary DNA (cDNA) was synthesized using the SuperScript double-stranded cDNA Kit (Invitrogen) and quantitative real-time PCR performed using the iQ Syber Green Super Mix (Bio-Rad). Samples were run in duplicate and results analyzed by the Bio-Rad iQ5 software. Glyceraldehyde 3-phosphate dehydrogenase (Gapdh) was used as reference gene. For the quantification of mRNA expression levels, the reaction was performed in a final volume of 20 μL containing 0.5 μL of each specific primer: mouse Gapdh forward: GCCTTCCGTGTTCCTACC, mouse Gapdh reverse: AGAGTGGGAGTTGCTGTTG; mouse CCL20 forward: TACAGACGCCTCTTCCTT, mouse CCL20 reverse: TCGTGTGAAAGATGATAGCA; mouse CCL5 forward: CAATCTTGCAGTCGTGTT, mouse CCL5 reverse: AATAGTTGATGTATTCTTGAACC; mouse CXCL5 forward: CTACGGTGGAAGTCATAG, mouse CXCL5 reverse: TTCTTTATCACAGGAGCTT; mouse CCL2 forward: GATGATCCCAATGAGTAG, mouse CCL2 reverse: AAATAAAGTTGTAGGTTCTG; mouse CCL8 forward: AGAGAATCAACAATATCCA, mouse CCL8 reverse: CTACACAGAGAGACATAC; mouse CXCL3 forward: CCAACCACCAGGCTACAG, mouse CXCL3 reverse: AACTTCTTGACCATCCTTGA; mouse CXCL2 forward: CCAACCACCAGGCTACAG, mouse CXCL2 reverse: CTTCAGGGTCAAGGCAAAC; mouse IL-1β forward: AAGATGAAGGGCTGCTTCCA, mouse IL-1β reverse: AAGGTCCACGGGAAAGACAC; mouse IFN-β forward: GCACTGGGTGGAATGAGACT, mouse IFN-β reverse: AGTGGAGAGCAGTTGAGGACA; mouse IL-6 forward: CTGTCTATACCACTTCAC, mouse IL-6 reverse: GCTTATCTGTTAGGAGAG; (all from Sigma), and 18 μL of Mix plus 1 μL of the newly synthesized cDNA. Primer sequences were designed using Beacon Designer 8 (Premier Biosoft) for all genes. Analysis of real-time PCR data was made by the comparative CT method. Individual relative gene expression values were calculated using the following formula: 2 ^− (Ct gene of interest− Ct constitutive gene)^ (22).

### RNA Sequencing

RNA from sciatic nerves (n=4) was isolated from HSF WT and HSF V30M mice with RNeasy Mini columns and first-strand complementary DNA (cDNA) was synthesized using the SuperScript double-stranded cDNA Kit as abovementioned. Subsequently, the cDNA samples were delivered to Bioinf2Bio Company for RNA sequence analysis. All reads were aligned to the Ensembl genome of *Mus musculus* reference genome GRCm38. Bioinf2Bio used the reference mouse genome, based on the strain C57BL/6J, for read alignment. The differential expression between the different groups of samples were identified by the tool *Cuffdiff* to find significant changes in gene expression across conditions. All data used in the present study are available in NCBI GEO database with the access number GSE165126.

### Western Blot Analysis

Protein was isolated from Schwann cells by homogenization with lysis buffer containing 10 μL phenylmethylsulfonyl fluoride (PMSF), 10 μL sodium orthovanadate solution and 10 μL protease inhibitor cocktail solution per mL of 1x RIPA lysis buffer (Santa Cruz Biotechnology, Santa Cruz, CA, catalog# sc-24948). Protein concentration was determined using the Bradford protein assay (Bio-Rad, Hercules, CA, catalog# 5000006). Subsequently, samples were run on a 12% polyacrylamide gel electrophoresis (SDS-PAGE) and blotted on nitrocellulose WhatmanTM membrane (GE Healthcare). Primary antibodies against Phospho-p38 (Cell Signaling, Netherlands, catalog# 4631), and α-Tubulin (Sigma, Germany, catalog# T8203) were diluted in 5% bovine serum albumin in PBS supplemented with 0.1% Tween 20 (PBS-T), overnight at 4°C. In the next day, blots were washed with PBS-T and incubated with anti-rabbit or anti-mouse conjugated to horseradish peroxidase (1:5000; The Binding Site) for 45 min at room temperature. After three washes in PBS-T, bands were visualized with enhanced chemiluminescence using the LuminataTM Crescendo (Millipore). Protein bands were quantified by densitometry using Quantity One software (Bio-Rad) and α-Tubulin quantification was used to correct for total protein loading variation.

### Enzyme-Linked Immunosorbent Assay

The levels of CCL20 (R&D Systems, Minneapolis, MN, catalog# MCC200) and CXCL2 (R&D Systems, Minneapolis, MN, catalog# MM200) in the supernatants of Schwann cells incubated with WT and V30M TTR and in plasma from HSF WT and HSF V30M mice were quantitatively determined by enzyme-linked immunosorbent assay (ELISA), according to the manufacturer′s instructions.

### Statistical Analysis

Statistical comparison of data was performed using the Student t test or one-way ANOVA with Graph Pad Prism software. Quantitative data are expressed as mean ± SEM. Statistical significance was established for p* < 0.05, p** < 0.01, and p*** < 0.001.

## Results

### The Expression of Several Chemokines Is Downregulated in the Peripheral Nervous System of HSF V30M TTR Mice

Despite local increased cytokine production, the recruitment of immune cells like macrophages and neutrophils, known to be important for the tissue regenerative process, is reduced in ATTRv nerve biopsies (13). We questioned if the impaired immune cell recruitment was due to a compromised chemokine response. To address this hypothesis, an RNA sequence analysis was performed in sciatic nerve from a mouse model of the disease (HSF V30M TTR mice) and the respective control group (HSF WT TTR mice) with 6 months of age. This ATTRv mouse model carries the V30M mutation in a heterozygous background for the heat shock factor 1 (Hsf-1) and deposits TTR non-fibrillar species in the peripheral nervous system (16). 

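The sample labels list sciatic nerve RNA of 2 HSF V30M and 2 HSF WT mice of strain 129, all 6 months old, while the methods give n = 4 for RNA sequencing without saying whether this is per group. HSF WT mice carry the heterozygous Hsf1 deletion and no TTR transgene, and HSF V30M mice carry in addition the human TTR V30M transgene on an endogenous Ttr-null background. The libraries were made with Ion Torrent protocols, and the reads were aligned by the authors to the mouse genome GRCm38, which is the C57BL/6J strain. The authors then ran Cuffdiff, which estimates for each gene its fragments per kilobase of transcript, scaled to sequencing depth (FPKM), and compares the groups. The table used here holds 1 FPKM value per gene and group, with a log2 fold change, a p-value and a q-value, and no value per mouse, so no spread between mice can be given for any value. It lists 50593 genes. Of these, 16278 were tested by the authors, 34292 had too few alignments for a test, and 23 had too many alignments for an estimate and were left out here. In both groups, 21404 genes are listed at 0. The median log2 ratio of HSF V30M over HSF WT was 0.00 over the 15620 genes with a mean FPKM of at least 1, taken on the log2(FPKM + 1) scale, which understates the change of low genes. Read totals are not in this table, but the low values of single-transcript genes fall on whole multiples of what 1 fragment is worth. In HSF WT, 98.0% of 1012 such values lay within 2% of whole fragments. In HSF V30M, whose values are rounded to 2 decimals, 98.8% of 254 lay within 5%. No share expected by chance is given for either group. The 5% bands of the 2 HSF V30M libraries lie close together, so the HSF V30M share is a weak check. The worth of 1 fragment placed the 2 HSF WT libraries at depths 1.34-fold apart and the 2 HSF V30M libraries 1.19-fold apart. The deeper HSF V30M library was 1.22-fold deeper than the deeper HSF WT library.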

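Mouse Ttr is null in HSF V30M by design, and Hsf1 is heterozygous in both groups. Mouse Ttr (ENSMUSG00000061808) is annotated on the plus strand of chromosome 18 of GRCm38 from 20665280 to 20674321, with 1 transcript of 1186 bases. Its FPKM was 6.10 in the group labelled HSF V30M, whose endogenous Ttr is null, which stands for about 128 to 151 fragments. In the group labelled HSF WT it is listed at 0, where 3 fragments would have given 0.197. In the authors' deposited table this difference had a p-value of 0.111 and a q-value of 0.868. The human transgene is not part of the mouse reference to which the reads were aligned, and the table does not tell reads of human TTR from reads of mouse Ttr. Mouse Ttr, chosen before the data were examined to check the group labels, therefore went against the null allele. Reads of the human transgene aligned to mouse Ttr and exchanged group labels both remain open. Exchanged labels would reverse every direction given here. The labels are used here as given. Hsf1 (ENSMUSG00000022556), which encodes the heat shock factor 1, is annotated on chromosome 15 from 76477422 to 76501913. Its FPKM was 7.94 in HSF V30M and 15.0 in HSF WT. For Hsf1, the authors' deposited table gives a log2 fold change of -0.91 for HSF V30M over HSF WT, with a p-value of 0.00065 and a q-value of 0.045.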

The expression of most chemokines was significantly downregulated in the sciatic nerve of HSF V30M TTR mice when compared to HSF WT control at 6 months of age (**Table 1**), a finding that we validated by RT-PCR (**Figure 1A**). 

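Of 41 mouse chemokine ligand genes listed before the data were examined, 40 are in the table, 23 were tested by the authors, and 6 are at 0 in both groups. Among the 21 with a mean FPKM of at least 1, 16 were lower in the group labelled HSF V30M, 4 were higher, and Cxcl14 had a log2 ratio of 0.00. With a mean FPKM of at least 5 as the minimum, 10 of 14 were lower and 3 higher, and with every listed gene above 0 included, 22 of 34 were lower and 11 higher. Counted by the rule of Table 1 from the authors' deposited table, with its fold of 1.5 read on the linear scale, 4 chemokine ligand genes were lower in HSF V30M and 2 were higher. Read on the log2 scale, on which Table 1 prints its values, 3 were lower and 1 higher, without Ccl6 and Ccl2. These counts use no minimum FPKM. On the linear scale with a mean FPKM of at least 1, 4 were lower and 1 higher, without Ppbp. With a mean of at least 5, 2 were lower and 1 higher. On the linear scale without a minimum, the lower ones were the Table 1 genes Ccl8 and Ccl5, together with Cxcl13 and Ccl6. Cxcl13 (chromosome 5, 95956951 to 95961068) had an FPKM of 1.00 in HSF V30M and 4.45 in HSF WT, with a p-value of 0.0032 and a q-value of 0.138 in the authors' deposited table. Ccl6, on chromosome 11, had 8.42 and 14.9, and the authors' deposited table gives it a p-value of 0.0237 and a q-value of 0.455. The higher ones were Ccl2 and Ppbp. Ccl2 (chromosome 11, annotated from 82035571 to 82037453) had an FPKM of 13.1 in HSF V30M and 7.91 in HSF WT, with a p-value of 0.0483 and a q-value of 0.641 in the authors' deposited table. Ppbp (chromosome 5, 90768518 to 90770063) had 1.82 in HSF V30M and is listed at 0 in HSF WT, where 3 fragments would have given 0.220. Its q-value in the authors' deposited table is 0.00535. By that table's q-value over all genes tested, 2 of the 23 tested chemokine ligand genes passed 0.05, Ccl8 and Ppbp, and 3 did when the authors' p-values were adjusted over the list alone, Cxcl13 being the third. The other 12 lower genes had log2 ratios from -0.79 to -0.01 and did not pass the rule.

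**Figure D1:**
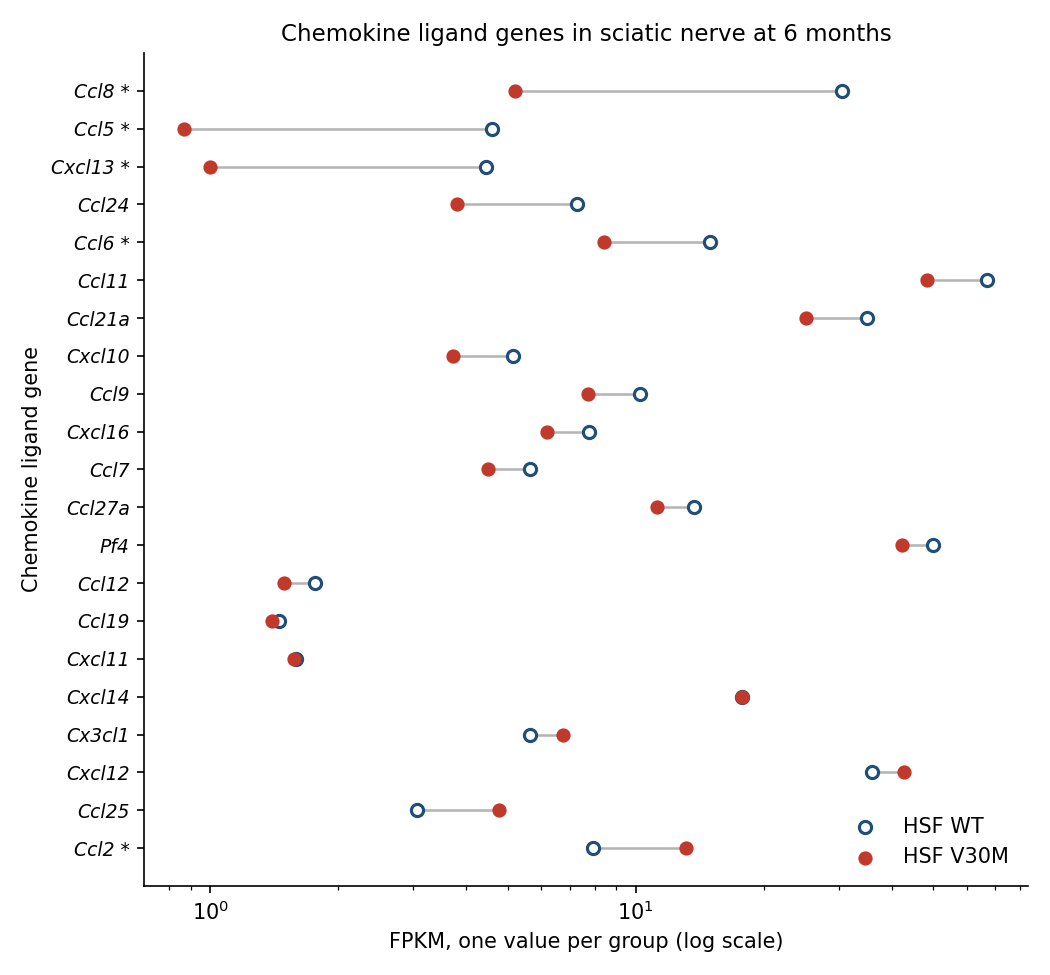
FPKM of the 21 chemokine ligand genes with a mean of at least 1 in sciatic nerve at 6 months, on a log axis, with 1 value per group and no error bars because the table holds no value per mouse. Filled points are HSF V30M, open points HSF WT, genes are ordered by log2 ratio, and an asterisk marks the 5 genes past the rule of Table 1, of which Ccl8, Ccl5, Cxcl13 and Ccl6 lie lower in HSF V30M and Ccl2 higher.

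Across all genes, 1099 passed the same rule in the authors' deposited table, 550 of them higher and 549 lower in HSF V30M. Of these, 98 are listed at 0 in 1 group, 38 of them among the higher genes and 60 among the lower, and were counted as past the fold. By q-value under 0.05, the authors' deposited table has 238 genes, 117 higher and 121 lower. From the chemokines of Table 1, the paper states that most chemokines were downregulated in HSF V30M nerve. It also rests this on RT-PCR at both ages and on ELISA, which were not analysed here.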

In older animals (22 months), a similar and possibly more marked profile revealing the downregulation of chemokine expression was observed (**Figure 1B**).

**Table 1:** Chemokines found downregulated in V30M sciatic nerve compared with sciatic nerve from WT mice.

Gene Name	Symbol	Fold change
Chemokine (C-C motif) ligand 8	CCL8	2,56
Chemokine (C-C motif) ligand 5	CCL5	2,4
Chemokine (C-X-C Motif) ligand 3	CXCL3	Not detected in V30M TTR mice
Chemokine (C-C Motif) ligand 20	CCL20	Not detected in V30M TTR mice

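Ccl8 (ENSMUSG00000009185) lies on the plus strand of chromosome 11 of GRCm38 from 82115185 to 82116799, and its single annotated transcript has 3 exons and 511 bases. Its FPKM was 5.19 in the group labelled HSF V30M and 30.6 in the group labelled HSF WT, about 35 to 41 fragments against 148 to 199. The log2 fold change of HSF WT over HSF V30M in the authors' deposited table is 2.56, a linear fold of 5.89, with a p-value of 5e-05 and a q-value of 0.00535. Ccl5 (ENSMUSG00000035042), on the minus strand of the same chromosome from 83525778 to 83530518, had 0.87 in HSF V30M and 4.59 in HSF WT, or 6 to 10 fragments against 24 to 45. In the authors' deposited table its log2 fold change is 2.40, a linear fold of 5.27, with a p-value of 0.0239, and with a q-value of 0.456 in place of the p-value Ccl5 was not past 0.05. Cxcl3 (ENSMUSG00000029379), on chromosome 5 from 90786103 to 90789600, is listed at 0 in HSF V30M and at 0.015 in HSF WT. The HSF WT value equals 1 fragment on the 3498-base retained-intron transcript of the gene. At the depth of HSF V30M, 3 fragments on its 1016-base coding transcript would have given 0.173, so a difference in Cxcl3 was not detectable. Ccl20 (ENSMUSG00000026166), on chromosome 1 from 83116766 to 83119167, is listed at 0 in both groups. A count of 0 allows an FPKM of up to 0.246 in HSF V30M and 0.338 in HSF WT on its shortest transcript of 772 bases. Neither Cxcl3 nor Ccl20 was tested in the authors' deposited table.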

Genes were considered up-regulated with fold-change >1.5 after class comparison, assuming significances P < 0.05.

**Figure 1:**
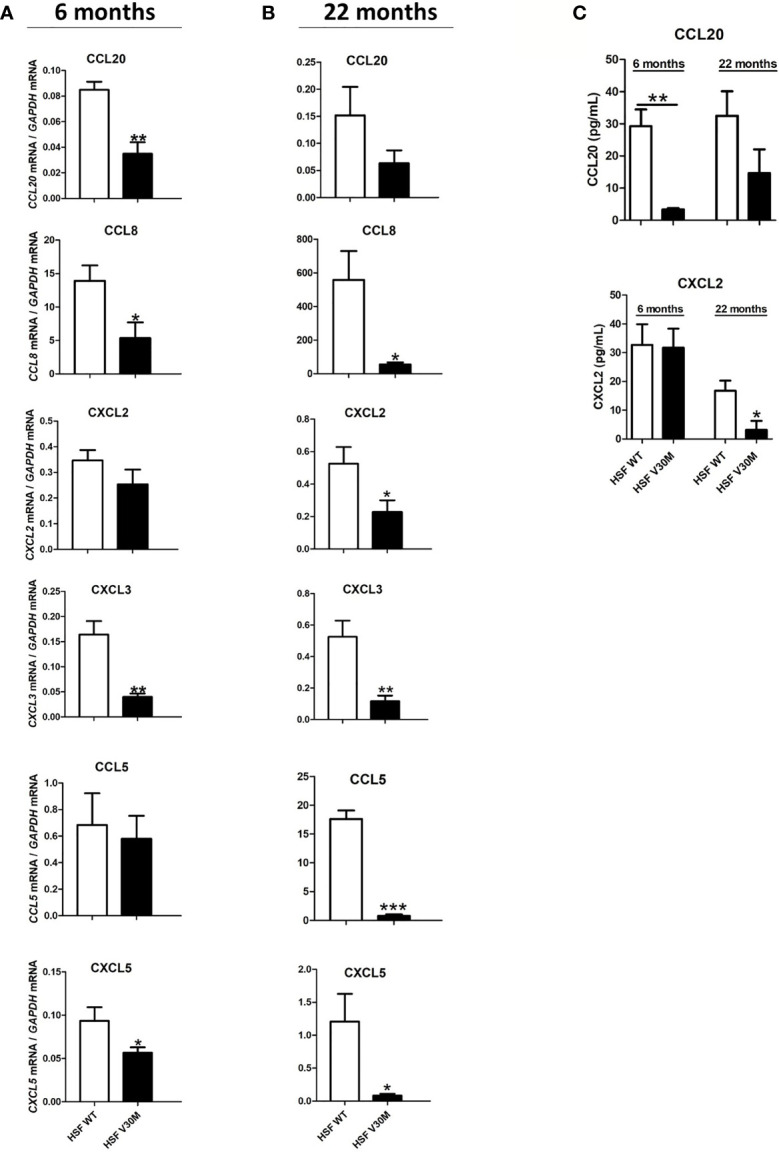
The levels of several chemokines were downregulated in an ATTRv mouse model of the disease. RNA was extracted from sciatic nerve of HSF WT and HSF V30M mice with 6 **(A)** and 20 **(B)** months of age and the levels of several chemokines were found highly downregulated in the sciatic nerve of HSF V30M mice at both ages. **(C)** Decreased plasma levels of CCL20 and CXCL2 were measured by ELISA in the serum of HSF V30M mice with 6 and 20 months of age. Data were analyzed using one-way ANOVA followed by Bonferroni post-test and represented as mean ± s.e.m (*P < 0.05; **P < 0.01; ***P < 0.001).

To further validate the RNA data, we measured the levels of CCL20 and CXCL2 by ELISA in the serum of HSF WT and HSF V30M TTR mice at 6 and 20 months of age. A significant decrease in CCL20 levels from HSF V30M mice with 6 months of age comparatively with HSF WT mice was observed, but no significant differences were detected in HSF V30M mice with older age (**Figure 1C**). In contrast, a significant decrease in CXCL2 levels was observed in the serum of older, but not young, HSF V30MTTR mice as compared to HSF WT mice (**Figure 1C**). These data are in line with the RNA profiles obtained.

Collectively, our data point to a decreased expression of chemokines in a mouse model of ATTRv.

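As a set, the 21 chemokine ligand genes with a mean FPKM of at least 1 had a median log2 ratio of -0.27 for HSF V30M over HSF WT. This median lay at percentile 0.14 of 10000 random lists of 21 genes matched on mean expression. Without the genes of Table 1, the median over 19 genes was -0.27, at percentile 0.23. When every listed gene above 0 was included, the median over 34 genes was -0.12, at percentile 1.85, the alternative that moved it most. The percentile describes these libraries, and it treats the genes as separate although chemokines made by the same cells move together. It cannot tell lower expression within cells from a change in the cells present. Lists of macrophage, T cell and B cell genes fell too, with medians of -0.45, -1.39 and -3.12, while the neutrophil list rose, with 1.76. Their share in the fall of the chemokine set was not tested.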

### Schwann Cells Are Activated by WT TTR, but Not by V30M TTR

SCs, the myelinating glial cells of the peripheral nervous system, play a crucial role in the generation, function and maintenance of peripheral nerves (23). In fact, SCs act as the nerve sentinel cells and have the ability to regulate the PNS immune response by secreting cytokines and chemokines, thus playing a central role in nerve repair (14, 24). Because the expression of chemokines is limited in the nerve of ATTRv mouse models and because TTR accumulates in the nerves of ATTRv, we next studied the inflammatory profile of SCs in response to WT and V30M TTR.

For that, mouse SCs were incubated with human WT or V30M TTR for 24 hours and the secretion of a series of chemokines measured by luminex. Whereas WT TTR activated SC leading to the secretion of all tested chemokines, V30M TTR failed to do so (**Figure 2A**). To understand if the observed differences resulted from a transcriptional alteration, SCs were stimulated as above, RNA was extracted, and the expression levels of the chemokines were assessed by real-time PCR. In accordance with the protein results, the expression of all tested chemokines was upregulated in SCs incubated with WT TTR, but not with V30M TTR (**Figure 2B**). Additionally, an upregulation of the transcription of CCL20, CXCL3 and CCL8, which were altered in the mouse model, was detected in SCs stimulated with WT TTR, but not with V30M TTR (**Figure 2C**). These results indicate that WT TTR, but not mutated TTR, activates SCs leading to the production of proinflammatory chemokines. Furthermore, we incubated SCs with mouse TTR as a control, measured the expression of chemokines and observed similar results between SCs incubated with mouse or human WT TTR (data not shown).

**Figure 2:**
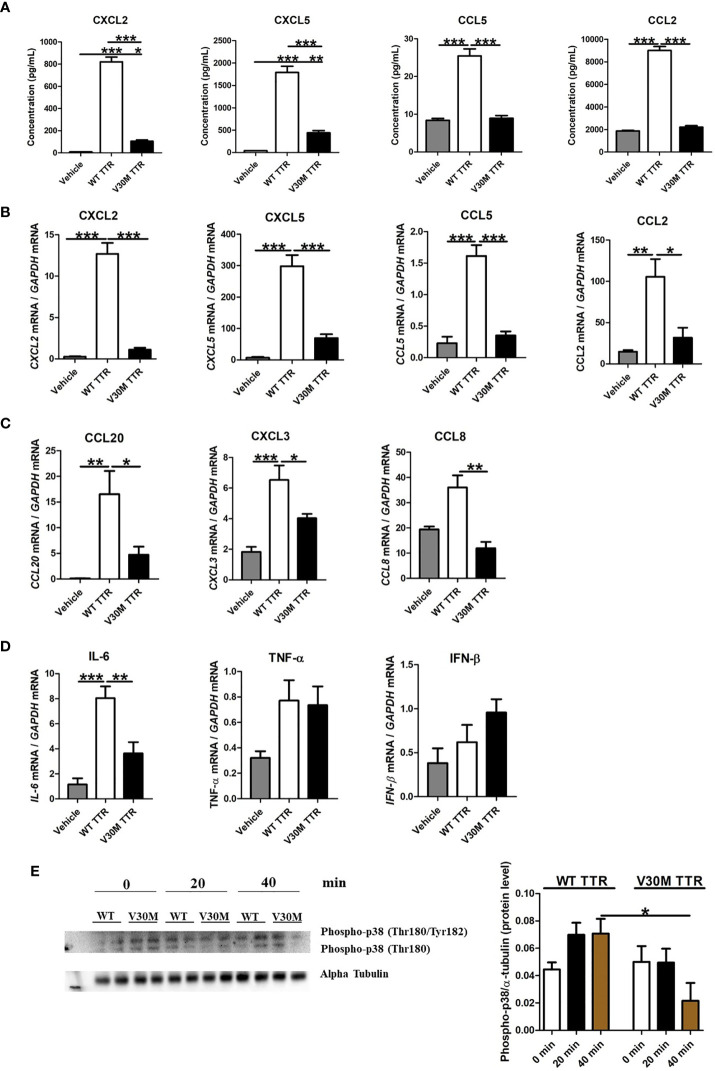
The expression of chemokines were downregulated in Schwann cells incubated with V30M TTR. **(A)** A Luminex analysis showed a decreased expression of chemokines in SCs incubated with V30M TTR when compared with SCs incubated with WT TTR for 24 hours. **(B)** RNA was extracted from SCs incubated with WT and V30M TTR and the levels of chemokines were found highly downregulated with V30M TTR incubation. **(C)** Reduced levels of CCL20, CCL8 and CXCL3 were determined by RT-PCR in SCs incubated with V30M TTR when compared to WT TTR. **(D)** The expression of cytokines were assessed by RT-PCR in SCs incubated with WT or V30M TTR. **(E)** Western blot analysis for the phosphorylation of p-38 in SCs incubated with WT or V30M TTR at different time points. Were observed two forms of Phospho-p38 corresponding to Phospho-p38 MAP Kinase dually phosphorylated at threonine 180 and tyrosine182, and with Phospho-p38 singly phosphorylated at Thr180. Data were analyzed using one-way ANOVA followed by Bonferroni post-test and represented as mean ± s.e.m (*P < 0.05; **P < 0.01; ***P < 0.001).

To address how broad the response of SCs to TTR is, we also measured the expression of several cytokines upon SC stimulation. The expression of IL-6 induced in SCs by WT TTR was significantly higher than that induced by V30M TTR (**Figure 2D**). Both TNF and IFN-β were poorly induced by either form of TTR (**Figure 2D**).

Lastly, we evaluated if incubation of SCs with WT or V30M TTR induced signal transduction pathways by measuring the phosphorylation of the MAP kinase p38 over time post-stimulation, by western blot analysis. MAP kinase p38 regulates multiple cellular functions, including cell proliferation, differentiation, stress response, apoptosis, and cell migration and survival, among others, by interacting with a plethora of substrates (25, 26). p38 is activated by a wide range of environmental stimuli, inflammatory cytokines, PAMPs (pathogen-associated molecular patterns), and DAMPs (danger-associated molecular patterns) (27). Whereas an increase of phosphorylated p38 was observed upon activation of SCs with WT TTR, the very opposite was observed in SCs incubated with V30M TTR (**Figure 2E**). These observations suggest that WT TTR activates SCs to produce several immune mediators, while V30M TTR does not.

### Schwann Cells Are Activated by Other Mutated TTR Variants

So far, over 150 mutations in the primary sequence of TTR have been identified, most of which are associated with amyloidosis (4, 28). Therefore, we questioned if other mutated TTR variants besides V30M also failed to activate SCs. For that, SCs were incubated with WT TTR as a control, I68L TTR (a cardiomyopathy mutation), T119M TTR (a non-pathological mutation) and I84S (a mutation that leads to carpal tunnel syndrome and affects heart and eye) for 24 hours and assessed the expression levels of several chemokines by real-time PCR, as before. The I84S mutation also serves as a control since it has lower affinity for the TTR-thyroxine and TTR-RBP complexes (29) serving to rule out the effect of these ligands in the assays. TTR molecules carrying other pathological mutations (I68L and I84S) or the non-pathological mutation T119M activated SCs, leading to an expression of chemokines globally similar to that induced by WT TTR (**Figure 3**). The expression of IL-6 was also similar between SCs incubated with WT or mutant TTRs (**Figure 3**). Altogether, these results indicate that in contrast with V30M TTR, other mutations in the TTR protein did not impair SCs activation to induce chemokine expression.

**Figure 3:**
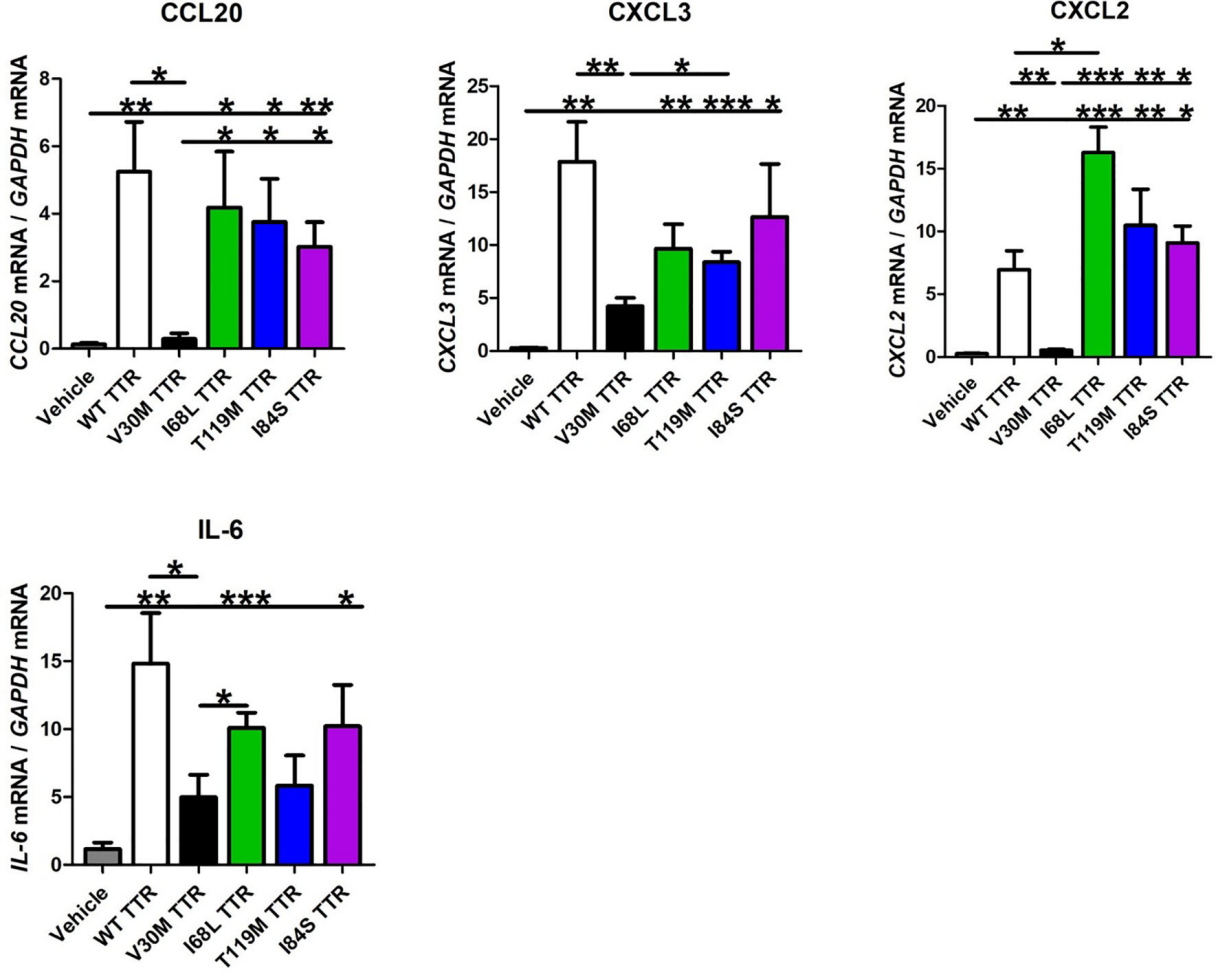
Schwann cells are activated by other TTR variants. Schwann cells were activated by different TTR pathological or non-pathological mutations, leading to an expression of chemokines globally similar to that induced by WT TTR. IL-6 expression was also similar between SCs incubated with WT or mutant TTRs. Data were analyzed using one-way ANOVA followed by Bonferroni post-test and represented as mean ± s.e.m (*P < 0.05; **P < 0.01; ***P < 0.001).

### TLR4 Mediates the Expression of Chemokines in Schwann Cells Incubated With WT TTR

Several studies suggest a role for RAGE receptor in mediating TTR signaling mechanisms (12, 30). Thus, we investigated the role of RAGE in mediating the activation of SCs by TTR. Inhibition of the RAGE receptor with an antagonist (sRAGE) did not significantly impact the expression of chemokines or of IL-6 by SCs incubated with WT TTR (**Figure 4A**). Since RAGE interacts with TLR4 (31, 32), we next questioned whether TLR4 may itself play a role in the induction of chemokines by SCs incubated with TTR. TLR4 inhibition with the antagonist CLI-095 highly reduced the expression of chemokines and of IL-6 induced by WT TTR stimulation of SCs (**Figure 4B**). As before, V30M TTR only induced residual expression of the tested genes, which was not altered by the presence of the TLR4 inhibitor (**Figure 4B**). The expression data for CCL20 and CXCL2 were further validated at the protein level (**Figure 4C**). Collectively, our findings indicate that WT TTR triggers TLR4 signaling in SCs thus leading to the expression and secretion of several chemokines.

**Figure 4:**
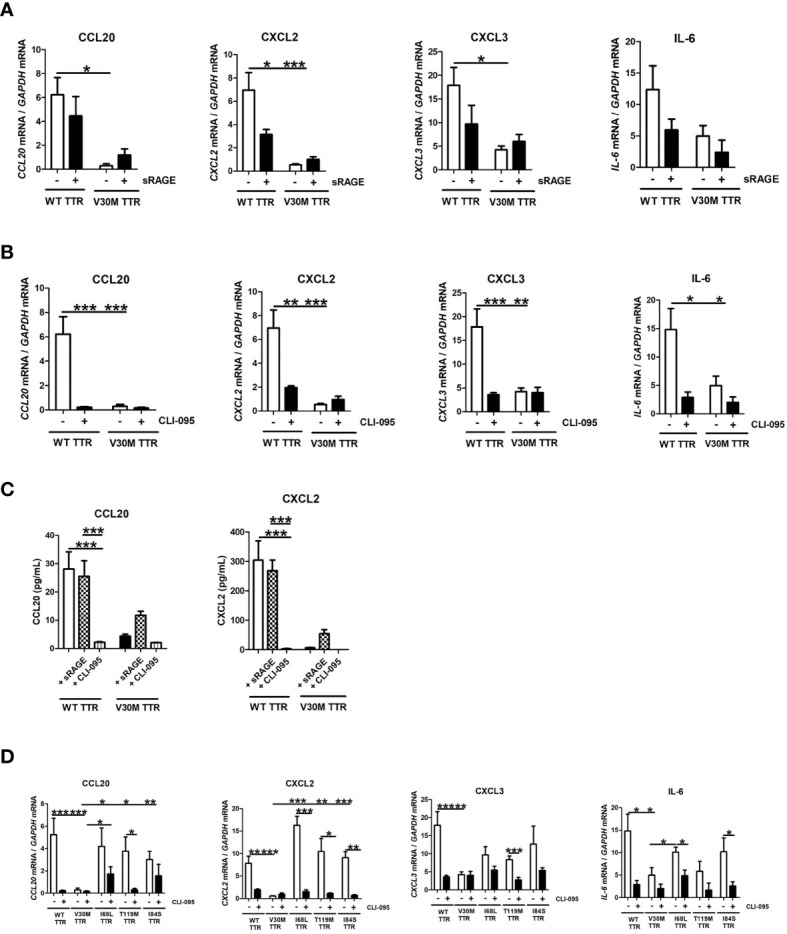
WT TTR activates TLR4 signaling pathway and V30M TTR fail to do so. RNA was extracted from SCs incubated with WT and V30M TTR in the presence of TLR4 **(A)** and RAGE **(B)** antagonist and denoted a downregulation in the expression of several chemokines in SCs incubated with WT TTR but not in SCs incubated with V30M TTR. **(C)** Decreased concentration levels of CCL20 and CXCL2 in the supernatant of SCs incubated with WT TTR in the presence of TLR4 antagonist. **(D)** SCs were incubated with pathological and non-pathological mutations in the presence of TLR4 antagonist and the inhibition of this receptor reduces the expression of some chemokines. Data were analyzed using one-way ANOVA followed by Bonferroni post-test and represented as mean ± s.e.m (*P < 0.05; **P < 0.01; ***P < 0.001).

Given these findings, we then questioned if TLR4 also mediated the activation of SCs by other TTR mutations. For that, we incubated SCs with WT, I68L, T119M or I84S in the presence of antagonists for TLR4 and RAGE as above. Overall, the TLR4 inhibition by CLI-095 reduced the expression of all tested chemokines in SCs incubated with all mutant forms of TTR tested (**Figure 4D**). We also measured the cytokine IL-6 with similar results (**Figure 4D**).

## Discussion

In the present study, we showed an impairment in the production of several chemokines in the peripheral nervous system of a pre-clinical model of TTR V30M amyloidosis. Additionally, we demonstrate that WT TTR activates the TLR4 receptor in cultured SCs contrariwise to V30M TTR. We consequently hypothesize that SCs are compromised in their function in ATTRv patients, which may explain the downregulated expression of several chemokines and the lack of inflammatory infiltrates observed in peripheral nerves.

The inflammatory response has been shown to be important for several neurodegenerative disorders (33). Immune responses are typically mediated by immune cells such as antigen-presenting cells, macrophages or T-cells. However, also non-immune cells such as SCs in the PNS might play a key role in innate and adaptive immune responses (14, 34). Regarding to ATTRv, despite cytokine production by axons, no influx of inflammatory cells is found in patients nerve biopsies, suggesting that mechanisms must operate to prevent the correct innate immune response (13, 35). Consistent with this observation, our laboratory previously showed that in V30M mouse model, 7 days post sciatic nerve injury, neutrophil and macrophage infiltration is lower when compared to WT mice, which is indicative of a specific phenotype associated with the V30M mutation. We hypothesized that a non-optimal activation of SCs occurred since, after injury, decreased expression of pro-inflammatory cytokines and chemokines was observed, thus culminating in a diminished immune cellular activation and infiltration in V30M nerves (36). Likewise, in nerves of ATTRv patients, SCs are impaired in their ability to express chemokines and neurotrophic factors important to drive tissue regeneration, contributing this way for neuronal dysfunction present in the disease (12). In line with previous findings, our data demonstrate that several chemokines such as CCL20, CCL8, CCL5, CXCL5, CCL2, CXCL2 and CXCL3 were highly downregulated in HSF V30M TTR mice in both peripheral nerves and plasma samples, pointing towards a close interface between the absence of chemokine response and cellular infiltration with the development of the disease. Chemokines are also produced by other cells than SC. The fact that lower levels of chemokines were observed in circulation may hint at differences in the response of other cell types (in addition to SC) to WT or V30M TTR. Future studies addressing this hypothesis are needed.

It will be important to address the differential chemokine production in human patients. Our preliminary data obtained for different chemokines in the human plasma suggested only minor differences between a small group of ATTRv patients and controls (data not shown). However, this apparent contradiction with the animal data may be explained by several reasons. Firstly, further studies on a greater number of ATTRv blood samples from carriers of different TTR mutations are required to strengthen the results obtained so far and, ultimately, to evaluate whether blood levels of CCL20 or another chemokine can be used as a possible biomarker for ATTRv. Secondly, by measuring the total levels of circulating chemokines, we may be overcoming a possible local downregulation observed in the sciatic nerve. Additionally, in contrast to transgenic mice and cultured SCs, the vast majority of ATTRv patients are heterozygous for the mutation and, therefore lower levels of WT TTR are present in circulation. Even lower than normal levels of WT TTR may be sufficient to stimulate the TLR4 receptor correctly. Therefore, in future studies, it will be interesting to understand if the addition of WT TTR can rescue the V30M TTR phenotype. Recent studies suggests that ATTRv patients have altered levels of several cytokines in the serum, some of them involved in pro- and anti-inflammatory response (36, 37). In fact besides neuropathic condition, patients with ATTRv also present gastrointestinal symptoms, cachexia, malnutrition, diarrhea and others symptoms (38).

SCs play an important role in immune surveillance and have the capacity to detect pathogens and to orchestrate an ensuing immune response (39). Charcot–Marie–Tooth disease, Guillain–Barré syndrome, schwannomatosis and chronic inflammatory demyelinating polyneuropathy are all neuropathies involving SCs (40). It is well known that SCs differentiation and migration plays a critical role to guide and support axonal growth (41, 42) and, in ATTRv patients, SCs are impaired in their ability to express chemokines and neurotrophic factors important to drive tissue regeneration, contributing in this way for neuronal dysfunction present in the disease (12). Taken together the fact that TTR gene is expressed in SCs suggesting a specific role of TTR in the peripheral nervous system, such as SC–neuron interaction (7, 43) and the compromised nerve regeneration after injury in the transgenic V30M mouse model (17), we decided to investigate the role of SCs in ATTRv immune response. Interestingly, we found that SCs are activated by incubation with WT TTR contrariwise to incubation with V30M TTR and respond with the production of several chemokines and cytokines. Additionally, we also observed an increase in the phosphorylation of MAP kinase p38 in SCs incubated with WT TTR. p38 mediates inflammatory responses partly through activating gene expression. Proteins phosphorylated by a mechanism dependent on MAP kinase p38 activity include sequence-specific transcription factors, transcriptional regulators, nucleosomal proteins, and regulators of mRNA translation (44). The lower phosphorylation of p38 in SCs incubated with V30M TTR could help to explain the lack of inflammatory cells observed in ATTRv patient’s nerve biopsies. However, additional studies are required to further investigate this finding.

Moreover, we implicate TLR4 as the receptor being triggered by TTR in SCs. It was previously shown that neurite outgrowth was impaired in DRG neurons from TTR-knockout mice, and the addition of WT TTR could rescue that condition (45). Thus, WT TTR secreted from SCs might play important roles in maintaining the microenvironment of the peripheral nervous system necessary for nerve regeneration (45, 46). Contrariwise, SCs incubated with V30M TTR do not respond with the expression of several chemokines important for the chemoattraction of macrophages, neutrophils and other immune cells. This may be the reason underlying the lack of significant inflammatory infiltrates in the nerves of animal models and ATTRv patients.

The reason why only V30M TTR variant fails to activate SCs remains unclear and additional studies are required to unveil and understand the molecular pathways underlying this observation. However, it is tempted to speculate that only the neuropathic form of TTR fails to activate SCs. To further understand the activation of SCs by TTR variants, we incubate these cells with other pathological and non-pathological mutated forms of TTR. Interestingly, all tested variants triggered the expression of chemokines in SCs *via* TLR4 globally similar to what was observed for WT TTR. It is possible that the V30M mutation might acquire a molecular or conformational specificity that impairs the activation of SCs, leading to disease progression. Independently of the mechanism, the dissection of the cellular pathways involved in this disease is of greatest importance for the enhancement of new treatment approaches, which as our findings suggest may need to be adjusted to the mutation present in TTR.

Taking into consideration the role of WT TTR in the activation of SCs and consequential expression of chemokines, it would be interesting in the future to investigate if TTR may also trigger a chemokine response in other innate immune cells, such as macrophages, the main phagocytic cells of the immune system. In fact, ATTRv patients display quantitative and qualitative abnormalities in macrophages with defects in cell adhesion and chemotaxis (47). Additionally, it was recently demonstrated that the number of heart resident macrophages is significantly decreased in ATTRv patients as compared with healthy donors (48). Therefore, the possible role of TTR in inflammation and immune response, as well as the underlying mechanisms, needs to be further elucidated.

Overall, we show that WT TTR activates SCs *via* TLR4 receptor leading to the expression of several chemokines. Critically, V30M TTR does not activate SCs thus failing to induce the expression of chemokines. How these mediators interact in the context of ATTRv may be crucial to explain the immunological impairment observed in peripheral nerves of ATTRv patients, because all of these observations suggest that V30M TTR mutation may be responsible for modify the function of certain signaling pathways.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus, accession no: GSE165126.

## Ethics Statement

The animal study was reviewed and approved by Sofia Lamas, i3S.

## Author Contributions

JM planned, executed and wrote the manuscript. SC executed some experiments and approved final manuscript. MS planned, reviewed experiments, and corrected manuscript. MJS planned and review experiments and corrected manuscript. All authors contributed to the article and approved the submitted version.

## Funding

The work was funded by the project Norte-01-0145-FEDER-000008 - Porto Neurosciences and Neurologic Disease Research Initiative at I3S, supported by Norte Portugal Regional Operational Programme (NORTE 2020), under the PORTUGAL 2020 Partnership Agreement, through the European Regional Development Fund (FEDER). JM was supported by FCT with a PhD fellowship SFRH/BD/129345/2017. MS is funded by FCT through Estímulo Individual ao Emprego Científico.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

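RNA sequencing of sciatic nerve from HSF V30M and HSF WT mice at 6 months of age was used. The sample labels give 2 mice per group and the methods give n = 4; both are stated because the text does not say whether n is per group. The authors had the reads aligned to GRCm38 and compared the groups with Cuffdiff. The paper's text does not name the aligner, the gene annotation or the Cuffdiff version and options.

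The authors deposited 1 comparison table, and its values were made by them as follows. The FPKM of each group is the estimate of the authors' Cuffdiff run over the libraries of the group. The log2 fold change in the authors' deposited table is HSF WT over HSF V30M, and its sign was turned here where HSF V30M over HSF WT is given. The p-value and the q-value are those of the authors' Cuffdiff test. The table is written with decimal commas and its header line is incomplete, so columns were read by number and commas replaced by points. After this, FPKM values were at or above 0, p-values and q-values lay between 0 and 1, and every gene that the authors mark as significant had a q-value under 0.05, the largest being 0.0479. For genes with an HSF V30M value of at least 5 and an HSF WT value above 0, the authors' deposited log2 fold change was recomputed from the FPKM values, and 1 of 9889 genes differed by more than 0.02. The sum of FPKM is no measure of depth, since the 2 highest genes, both of the short Y RNA family, held 43.6% of the sum in HSF V30M and 28.9% in HSF WT.

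From these values, ratios were computed as log2((HSF V30M + 1) / (HSF WT + 1)). Genes with too many alignments for an estimate were left out. The design set before the data were examined called for a test on values per mouse, or, where only the authors' comparison was given, for a count of the authors' calls by the rule of Table 1, a p-value under 0.05 and a fold over 1.5. The latter applied, with the fold read on the linear scale. The log2 scale, on which Table 1 prints its values, was added as an alternative after seeing the data. The rule names no minimum FPKM, so none was used for the calls, and genes listed at 0 in 1 group were counted as past the fold. Both of these readings were settled after the counts had been seen, and the counts with a minimum are among the alternatives. No p-value of a test between mice was computed. Gene lists were fixed before the data were examined for chemokine ligands, Schwann cells (myelin and other), skeletal muscle, adipocytes, erythrocytes, macrophages, T cells, B cells, neutrophils, mast cells, endothelium, fibroblasts, keratinocytes, female and male sex, immediate early genes and heat shock genes. Lists for plasma cells, single-copy B cell genes, lymph node, cytotoxic lymphocytes, platelets, marrow progenitors and liver were added later. For each list with at least 3 genes of mean FPKM 1 or more, the median log2 ratio was placed among 10000 random lists, in which each gene was replaced by one of the 100 genes nearest in mean FPKM. A list was taken to stand apart below percentile 2.5 or above 97.5. Median-of-ratios scaling gave factors of 1.001 for HSF V30M and 0.999 for HSF WT.

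The genes named are those the paper names, chemokine ligand genes past the rule, members of the lists, and the 5 genes with the largest rise and the 5 with the largest fall on the log2(FPKM + 1) scale among genes past the rule with an FPKM of at least 1 in the higher group. This was set before the data were examined.

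Depth was read from single-transcript genes alone in their locus. With 195 bases taken from the transcript length, FPKM times effective kilobases piled up at 0.0486 and 0.0651 in HSF WT and at 0.0399 and 0.0473 in HSF V30M, which are the worth of 1 fragment in each library of the group. A number of fragments is given as a range, from the shortest transcript and the larger worth to the longest transcript and the smaller worth, and a limit at 0 as 3 fragments on the shortest transcript. These cover counting error only. The step was found after the values had been seen, and which library belongs to which mouse is not known.

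Transcripts and positions are from the GENCODE release M21 of GRCm38. It holds 50369 of the gene identifiers and lacks 224. In 22447 genes the locus in the table is shared with another gene, so positions given are those of the annotation. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The list percentile was tested on simulated lists of 20 genes, of which 3.5% of 200 unchanged lists and 100.0% of 200 lists shifted by 0.5 passed the percentile edges. The worth of 1 fragment was recovered within 0.276% on 3000 simulated genes. These had unrounded values, mostly longer transcripts and libraries further apart in depth than HSF V30M, so the HSF V30M estimate was not tested. In a simulated comparison, 200 of 200 changed genes among 5000 were called in the right direction. Its p-values and folds were set without noise, so this checks the code alone.

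The alternatives were a pseudocount of 0.1, median-of-ratios scaling, minimum means of 1 and 5 or none, the q-value in place of the p-value, a fold over 2, tested genes only, and the chemokine list without the genes of Table 1. RT-PCR, ELISA and Schwann cell culture results of the paper were not analysed here.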

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

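The tests of scaling, platelet genes, marrow progenitor genes, transgene reads and exchanged labels were chosen after the result was seen. The erythrocyte, neutrophil and small nucleolar RNA medians and the Ttr value below are higher in the group labelled HSF V30M than in the HSF WT controls, in genes that the paper does not discuss or, for Ttr, does not report from these libraries. There is 1 value per group and no replicate check, and the genotype is the only difference the design names.

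The erythrocyte list had a median log2 ratio of 1.40 over 6 genes, at percentile 99.98, and the neutrophil list one of 1.76 over 6 genes, at percentile 100. All 6 erythrocyte genes were higher, with Hbb-bs at an FPKM of 111 in HSF V30M and 37.1 in HSF WT. S100a9 had 59.0 and 13.8, and Ngp 14.4 and 2.96, while Csf3r fell from 6.05 to 2.63. The alpha globin genes Hba-a1 and Hba-a2 are near-identical copies, so the split between them is uncertain. A difference in scaling, which would move all genes alike, is argued against by the fall of the B cell list, with a median of -3.12. For bone marrow in the HSF V30M libraries the answer depends on the form of the test: without a minimum mean, a form taken after values were seen, 8 of 10 marrow progenitor genes were higher and their median lay at percentile 98.76, while the 3 with a mean of at least 1 had a median of -0.32, at percentile 17.0. Mpo was at 1.85 in HSF V30M and 0.140 in HSF WT. More blood left in the nerve may contribute: all 7 genes of the platelet list were higher, but their median without a minimum mean lay at percentile 93.7, inside the range of random lists. Neither blood nor marrow can be told apart from a change with genotype, which was not tested, since most genes of both lists are near the limit of detection.

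The 328 small nucleolar RNA genes under 200 bases with a mean of at least 1 had a median log2 ratio of 0.78, with 234 higher and 94 lower, at percentile 100. The FPKM of genes shorter than the fragments is unreliable, since the effective length of such a gene is near 0. Whether short RNA of every type was in excess in the HSF V30M libraries is not settled by the other classes. The 193 snRNA genes had a median of 0.030, at percentile 85.4, with 98 higher and 95 lower, and the 119 miRNA genes one of -0.12, at percentile 0.06, with 59 higher and 60 lower. The 44 misc_RNA genes had a median of 0.31 and the 20 scaRNA genes one of 1.09, both at percentile 100. Length bias was checked on protein-coding genes, where the median of the shortest of 4 length classes minus that of the longest came to -0.0054, but these genes are far longer, so that a bias limited to very short genes, or an excess of short RNA, cannot be told apart from a change in these RNAs with genotype, which was not tested.

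Mouse Ttr had an FPKM of 6.10 in the group labelled HSF V30M and is listed at 0 in the group labelled HSF WT. This is the reverse of what an intact gene in HSF WT and a null gene in HSF V30M would give on their own. Reads moved from other genes of the shared locus are argued against, since a gene sharing it can have lost at most 27 fragments. Liver RNA, which is rich in Ttr, is argued against by the liver list, whose median was -0.45 over 4 genes, with Alb at 1.76 in HSF V30M and 3.82 in HSF WT. Without a minimum mean, its median over 8 genes was -0.04, at percentile 31.4. Reads of the human TTR transgene aligned to the mouse gene may account for at least 128 fragments, and exchanged group labels would give the same value of 6.10 in the group labelled HSF V30M. These cannot be told apart without the sequence of the reads.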

How the results depend on the processing

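No paired analysis was possible because the table holds 1 value per group and no value per mouse. For the same reason no replicate was left out, and the fits on values per mouse (limma with and without trend, DESeq2, camera and fry) and other splits of the samples were not run.

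The number of genes past the rule of Table 1 was 1099. It was 573 with a mean FPKM of at least 5, 661 with a fold over 2, 238 by q-value under 0.05, and 395 with a log2 fold change over 1.5, which was added after seeing the data; these settings are stricter by construction. It stayed between 986 and 1099 under the other settings, including the fold on values with pseudocount 1, which was added after seeing the data. The share of lower genes was between 47.1% and 57.7% in the settings run. Restricting the count to tested genes changes nothing, since genes without a test have a p-value of 1, and a setting without a minimum equals the count as made.

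Of the chemokine ligand genes, 16 were lower as reported, and 10 were lower with a mean FPKM of at least 5, where 14 remain. The median of the set was negative and outside the range of matched random lists under every alternative run, from -0.32 with a pseudocount of 0.1 to -0.12 without a minimum.

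Ccl8 kept its call under each alternative run, none of which could turn its direction. For Ccl5, the call was lost by q-value (0.456) and with a mean FPKM of at least 5, where its p-value of 0.0239 is not considered. For Ccl2, the call in the opposite direction was lost by q-value (0.641) and with a fold over 2 or a log2 fold change over 1.5 (p-value 0.0483). Hsf1 kept its call by q-value and lost it with a fold over 2 or a log2 fold change over 1.5 (p-value 0.00065). Cxcl5, which was not tested, had a log2 ratio of 0.08 that rose to 0.27 with a pseudocount of 0.1 and to 0.40 with no pseudocount, the latter added after seeing the data. The ratios of single genes were not compared across the alternatives for Cxcl3, Ccl20, Ttr and Ppbp, listed at 0 in at least 1 group, nor for Cxcl2, whose HSF WT value stands for 1 fragment.

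Apart from the chemokine list and the lists added later, 14 lists have at least 3 genes of mean 1 or more, and 8 of them stood apart from random lists. The number was 8 of the same 14 under the other alternatives and 7 of 13 with a mean FPKM of at least 5, where the T cell list has too few genes. Without a minimum, the keratinocyte list also had 4 genes. It lay at percentile 31.2, inside the range of random lists, and is not counted among the 14. The heat shock list, within the range of random lists throughout, went from 0.0414 to -0.0302 with a mean FPKM of at least 5, where 6 of 8 genes are left. Of 170 comparisons for single genes and single lists beyond those above, 13 lost a call, 2 moved (both for Tnf, which was not tested) and 1 is the reversal of the heat shock list.

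Depth limits Cxcl3, Ccl20 and Cxcl2, whose values stand for at most a few fragments, and Ccl5, with 6 to 10 fragments in HSF V30M.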

Differences from the paper's values

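The paper's fold changes in Table 1, 2.56 for CCL8 and 2.4 for CCL5, equal the log2 fold changes of the authors' deposited table, which use no pseudocount. On the linear scale the same FPKM values give 5.89 for Ccl8 and 5.27 for Ccl5. With a pseudocount of 1, the choice made before the data were examined, the log2 values of HSF WT over HSF V30M were 2.35 and 1.58, and with a pseudocount of 0.1 they were 2.53 and 2.27. None of the alternatives set before the data were examined gave the paper's digits, and the comparison with no pseudocount was chosen after seeing the values.

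The paper gives CCL20 as a chemokine lost in V30M nerve alone, and in the FPKM values used here Ccl20 is listed at 0 in both groups. It gives CXCL3 as lost in V30M nerve, and the HSF WT value of 0.015 stands for 1 fragment, with no test in the authors' deposited table. The paper's discussion names CCL2, CXCL2 and CXCL5, which are not in Table 1, among chemokines lowered in peripheral nerve and plasma. The paper measured nerve RNA by RT-PCR at both ages, and CCL20 and CXCL2 protein by ELISA. Those assays were not analysed here, and the RNA sequencing covers 6 months of age alone, so its values do not test them. In the RNA sequencing, Ccl2 was higher in HSF V30M, with an FPKM of 13.1 against 7.91. Cxcl2 had 0.09 against 0.029 and Cxcl5 0.29 against 0.223, both untested and at low depth. The direction of Ccl2 and Cxcl5 was the same under each alternative run, which adds no support. A pseudocount cannot change the sign of a ratio, and the scaling factors were 1.001 and 0.999. The paper describes most chemokines as significantly lower in HSF V30M. Here 16 of 21 detected chemokine ligand genes were lower, 4 of them past the rule of Table 1 on the linear scale, 3 on the log2 scale and 1 by q-value under 0.05. The paper describes both groups as heterozygous for the Hsf1 deletion, and Hsf1 was lower in HSF V30M, with an FPKM of 7.94 against 15.0.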

Other observations

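Several tests below were chosen after the result was seen: those of scaling, immunoglobulin segments, leukocytes of every type, lymph node, cytotoxic lymphocytes, macrophages, heat shock genes, chromosome clusters and skeletal muscle. The remaining tests were written first.

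B cell and T cell genes were lower in HSF V30M. The B cell list had a median log2 ratio of -3.12 over 6 genes, at percentile 0, and the T cell list one of -1.39 over 4 genes, at percentile 0.19. Ighm had an FPKM of 19.9 in HSF V30M and 378 in HSF WT, Igkc 68.8 and 1282, and Cd79a 0.65 and 7.09. The plasma cell list, which shares Jchain with the B cell list, had a median of -2.38 over 10 genes, at percentile 0. Of the 1099 genes past the rule of Table 1, 51 were immunoglobulin gene segments, 48 of them lower. Reads shared between immunoglobulin segments are argued against by the median of -1.44 over 7 single-copy B cell genes, from a list that shares 4 of its 10 genes with the B cell list. A difference in scaling is argued against by the rise of the neutrophil list, with a median of 1.76. Whether leukocytes of every type were fewer in the nerve is not decided by that rise, since blood or marrow may have caused it. In the neutrophil list 5 genes were higher and 1, Csf3r, was lower. The macrophage and mast cell lists also fell, with medians of -0.45 and -0.63. Lymph node tissue in the HSF WT libraries may contribute: the lymph node list lay at percentile 0.56 without a minimum mean, with 8 of 10 genes lower, although its genes were low, with Cr2 at 1.51 and Ccr7 at 0.146 in HSF WT, and B cells within the nerve would carry several of them too. None of its genes has a mean of at least 1. Fewer B and T cells in HSF V30M nerve with genotype, the difference that the design names, also stays open and was not tested.

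For the Table 1 genes, a lower number of macrophages as the whole cause of lower Ccl8 is argued against, since the macrophage list fell by 0.45 against 2.35 for Ccl8 on the log2 scale. That list lay at percentile 0.05, with C1qb at 58.7 in HSF V30M and 139 in HSF WT but Cd163 at 14.4 and 13.0, so a change in some macrophages remains open. For Ccl5, the cytotoxic lymphocyte list without a minimum mean lay at percentile 4.99, with 7 genes lower and 2 higher, most of them near the limit of detection. Il2rb, named after its values were seen, is above that limit, at 0.28 in HSF V30M and 1.18 in HSF WT, and passed the rule of Table 1 with a p-value of 0.00615 and a q-value of 0.212 in the authors' deposited table. A lower number of cytotoxic lymphocytes cannot be told apart from a change of Ccl5 within cells, since the list as a set lay inside the range of random lists. The T cell list, at percentile 0.19, had a median log2 ratio of -1.39 against -1.58 for Ccl5, with 4 genes lower and 0 higher. Fewer T cells therefore also remain open for Ccl5, and their share in its fall was not tested.

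The skeletal muscle list had a median of -2.03 over 9 genes with a mean of at least 1, all lower, at percentile 0. Without a minimum mean, 10 of its 12 genes were lower, with a median of -1.56, and Mb (0.61 in HSF V30M and 0.251 in HSF WT) and Myh1 (0.53 and 0.224) were higher. Ckm had an FPKM of 8.97 in HSF V30M and 43.8 in HSF WT, and Myh4 3.74 and 21.1. Skeletal muscle tissue in the HSF WT libraries is a candidate explanation, but the fall was seen on these same genes, so that their median does not test it and it cannot be told apart from a change within the nerve. The adipocyte list had a median of -0.36 at percentile 0.29 and the mast cell list one of -0.63 at percentile 0.28. The myelin list (0.16, percentile 66.7), the list of other Schwann cell genes (0.14, percentile 80.0), the endothelial list (0.24, percentile 95.8), the fibroblast list (-0.15, percentile 14.8) and the immediate early list (0.09, percentile 68.4) lay inside the range of random lists. The keratinocyte list had no gene with a mean of at least 1. Xist was at 41.2 in HSF V30M and 50.7 in HSF WT, and the 4 genes of the male list were at most at 0.052.

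Hsf1 was lower in HSF V30M, though both groups are described as heterozygous for its deletion. Reads moved between genes of one locus are argued against, since 0 genes share the Hsf1 locus or overlap it. Of the genes within 25 kb, Bop1 was at 7.90 in HSF V30M and 8.09 in HSF WT, and Dgat1 at 37.1 and 43.4. Mroh1 went the opposite way to Hsf1, at 13.2 and 9.84, with a p-value of 0.253 in the authors' deposited table. Scx (0.42 and 0.138) and Scrt1 (0.18 and 0.166) were also higher in HSF V30M, at low values. Whether lower heat shock transcription went with lower Hsf1 cannot be told apart from no change. The heat shock list had a median of 0.0414, at percentile 58.8, with 3 genes lower and 4 higher. A difference in the number of intact Hsf1 copies between the groups was not tested and remains open.

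Genes within 10 Mb of Ttr or Hsf1, where strain segments linked to the engineered alleles may lie, passed the rule of Table 1 no more often than others, 6.19% of 291 tested genes against 6.76% of 15985 (Fisher's exact test, two-sided, p = 0.813). Outside the immunoglobulin segments, the 207 genes with a q-value under 0.05 did not cluster in segments of different origin: the fullest window of 10 Mb held 5 of them, and 85.6% of 10000 random draws had a window as full. Of the 98 genes past the rule and listed at 0 in 1 group, 14.3% share their locus with another gene, against 39.6% of the 1001 others (Fisher's exact test, two-sided, p = 2.79e-07), which is the reverse of what failed estimates at shared loci would give. Of these 98, 34 are immunoglobulin gene segments.

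Among the genes with the largest rise, Pcdh10 (chromosome 3, 45378398 to 45435623) had an FPKM of 87.1 in HSF V30M and 0.974 in HSF WT, Eps8l1 (chromosome 7) 39.1 and 0.888, and Olfr1033 (chromosome 2) 42.1 and is listed at 0 in HSF WT. The others were Gm23063 and Gm23240, short RNA genes of 93 and 121 bases. The largest falls were Gm26205, Ighj3 and Gm25781, of 134, 48 and 84 bases, where FPKM is unreliable, and the immunoglobulin segments Igkv3-2 and Ighv2-9. Igkv3-2 stands for 5 to 6 fragments in HSF V30M and 1524 to 2040 in HSF WT. Ighv2-9 is listed at 0 in HSF V30M and stands for 199 to 267 fragments in HSF WT.

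Other genes or proteins that the paper names had these values in the nerve. Tlr4 was at an FPKM of 8.70 in HSF V30M and 8.57 in HSF WT, Ager at 3.65 and 2.35, Mapk14 at 30.4 and 29.7, and Gapdh, the reference gene of the RT-PCR, at 367 and 296. Tnf was at 0.68 and 0.268, Il1b at 0.57 and 0.665, Il6 at 0.10 and 0.063, and Ifnb1 is listed at 0 in HSF V30M and at 0.118 in HSF WT; these 4 were not tested in the authors' deposited table.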
